A study of Mus musculus with 23 samples.

How the data were processed

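Bulk liver RNA was sequenced from 23 mice in 4 groups: 5 control males, 6 LKO males, 6 control females and 6 LKO females. Per the labels, all animals carried the B100 background, were fed a diet given only as WD for 16 weeks, and were fed when the livers were taken. LKO stands for the liver ablation of Cpt1a named in the title of the series. Replicates carry the numbers of the sample labels. The control males analysed here are replicates 1, 2, 3, 4 and 6. Per the labels' protocols, polyadenylated RNA was isolated from total RNA with a poly-T bead method, and libraries were made with random priming and dUTP, which keeps the strand. Whether the counting used the strand is not stated, so antisense and overlapping genes are uncertain.

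The authors deposited 1 table per sex, with 24434 genes for males and 24940 for females, of which 22852 are in both. Raw read counts per gene were deposited for every sample, and no sample column was left unmapped. The aligner, counter, annotation release and genome build are stated neither in the labels nor in the file headers. The tables give gene positions. Of 26522 gene identifiers in either table, 25340 are also in GENCODE M21, and only 542 of those have the same start as in GRCm38, so positions are given as in the tables, whose build is unnamed and is not GRCm38. A normalized count signal was deposited beside each count, and dividing the count by it gives 1 constant per sample, so it is the count over a size factor set within that table. FPKM values were deposited too. Per the deposited values, they divide by the gene length in the table and by a scaled library total. The sample's own total lies -10.3 to 14.8 percent from that scaled total. The authors also deposited group means of the normalized counts, log2 fold changes, p-values and adjusted p-values for LKO against control in each sex. Their tool is not named. The p-value column of the authors is missing for 12 genes in males and 51 in females. Their adjusted p-value column holds no missing value and is exactly 1 for 17060 genes in males and 9705 in females, so genes that a filter had removed may be among these.

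The main tests used the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by the filterByExpr function, library sizes were scaled by TMM factors, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05. Each sex was fitted alone. The genotype by sex interaction was fitted on all 23 samples with 4 group means, over genes listed in both tables, and the female to male comparison on the 11 control samples. The raw counts of both tables were treated as comparable across sexes in these last comparisons. Sex coincides with the deposited table, so a difference between the tables in counting or library preparation would appear as a sex difference. The labels give no sequencing batch. CPM values are scaled by TMM factors, and log2 fold changes are those of edgeR unless stated otherwise. Cpt1a was also compared with a two-sided exact permutation test of log2(CPM + 1).

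Gene lists of known liver pathways, 10 in number and without shared members or Cpt1a, were fixed before the data were examined, as were the comparisons, the main tests and most of the alternatives. They cover mitochondrial fatty acid oxidation, PPAR-alpha targets and ketogenesis, cholesterol synthesis and SREBP2 targets, bile acid synthesis and sterol transport, lipoprotein assembly and remodelling, fatty acid and triglyceride synthesis, inflammation and fibrosis, the integrated stress response, male-biased and female-biased liver genes. They were tested with camera in limma 3.58.1 at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 10 lists. The score of a list in a sample is the mean log2 CPM of its tested members, relative to the control mean of that sex. Marker lists of 6 other cell types were written after the fits and before their values were summarised.

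The genes named in the text were also chosen by a rule set before the data were examined. It takes Cpt1a and its paralogs Cpt1b and Cpt1c. It takes up to 4 protein-coding genes with the largest increase and up to 4 with the largest decrease per sex, among called genes with a mean of at least 50 counts and no overlap between the groups. It adds the 4 genes with the lowest interaction p, the gene with the lowest p in each list per sex, and sex-linked genes that check the labelled sex.

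Alternatives were RLE factors or library size alone in place of TMM, no filter or a filter of at least 10 counts in every sample, the DESeq2 1.42.0 Wald test, limma-trend on log2(FPKM + 1) or log2(FPKM + 0.1), a fit of all 23 samples, a replicate block, a log2 change of at least 1, other list tests, and leaving out each sample in turn. Added after the data were seen were 1 surrogate variable from sva 3.50.0, voom with sample quality weights, genes of either table for the interaction, and an exact permutation test of list scores. An adjusted p that DESeq2 left missing stayed missing.

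The steps were tested on simulated counts drawn from the real means, dispersions and library sizes with log2 changes of 1 planted in 200 genes, of which those passing the filter were scored. Each test had 1 draw per comparison, with its own planted genes, and the dispersions were those estimated by edgeR. The shares of false calls are therefore those of single draws and do not compare the tests on the same data. The edgeR test called 72.4 percent of 192 planted genes among 13644 genes in males and 84.3 percent of 197 among 13530 in females, and 64.5 percent of 197 among 14358 for the interaction. False calls made up 3.47, 5.14 and 5.93 percent of these calls. For the female to male comparison of controls, 76.2 percent of 193 planted genes among 13561 were called, with 5.16 percent false. For DESeq2, false calls made up 17.9 percent in males, among 13805 genes, and 14.3 percent in females, among 13684 genes, above the nominal level. The limit on false calls set beforehand for this check was raised for DESeq2 after these values had been seen, so DESeq2 did not pass the check as first set, and its counts are given as an alternative only. The check of camera planted a log2 change of 0.5 in a list. In simulated genes without correlation, camera called the planted list in each sex and 0 of the 9 other lists.

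Total counts ran from 14224665 to 19626662 per sample. At this depth 3 counts, the limit that a count of 0 allows, corresponds to at most 0.243 CPM in any male library and 0.203 CPM in any female library. In the tests within a sex, no list member was at or under 3 counts in every library of a group. Among female-biased genes this held for 7 of 15 members in at least 1 group of the interaction test, Cyp3a16 among them, and for 3 of 12 members between control sexes, and for no member of the other lists in either contrast. Reads were not counted by molecular identifiers, so such limits cover counting error only. Over 55 pairs of replicates, the chi-square statistic of the counts per degree of freedom was 11.6 or higher, so no pair agreed within sampling noise and every sample was kept as its own replicate. Python 3.11.15 with matplotlib 3.10.9 drew the plots.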

Results

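The data were read counts per gene from the livers of 23 mice on the WD diet, in 4 groups formed by sex and genotype. Total counts per sample ran from 14224665 to 18361717 in the 5 control males, from 15370271 to 16689307 in the 6 LKO males, from 15174756 to 17129450 in the 6 control females and from 15434065 to 19626662 in the 6 LKO females. The lowest total and the fewest genes with counts, 18232, were those of control male replicate 4. The 10 most abundant genes took 17.7 to 20.6 percent of the counts of a sample. The labelled sexes were checked with sex-linked genes. Xist had 2029 to 4061 counts in every female library and at most 2 in any male library, and the Y-linked gene Ddx3y had 329 to 496 counts in every male library and at most 4 in any female library.

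Cpt1a encodes the liver form of carnitine palmitoyltransferase 1, the enzyme that commits long-chain fatty acids to import into mitochondria, and is the gene ablated in the LKO animals. It was examined before any other gene (ENSMUSG00000024900, chromosome 19, 3372334 to 3435733, plus strand, in the coordinates of the tables). In males, Cpt1a was 362 ± 51.05 CPM in controls (SD, n = 5) and 63.9 ± 20.3 CPM in LKO livers (SD, n = 6), 17.6 percent of the control mean. In females it was 383 ± 57.8 CPM in controls (SD, n = 6) and 75.0 ± 8.54 CPM in LKO livers (SD, n = 6), 19.6 percent of the control mean. No LKO sample overlapped the controls of its sex. The log2(CPM + 1) difference was -2.53 in males and -2.33 in females, each with a two-sided exact permutation p of 0.00216, the smallest that the 462 splits of the male samples and the 924 of the female samples can give. The alternative that moved these values most, apart from leaving out single samples, was log2(FPKM + 1), at -2.41 and -2.24. Across the fits that each left out 1 sample the values ran from -2.66 to -2.42 in males and from -2.41 to -2.28 in females. The decrease did not differ detectably between the sexes: the interaction log2 difference, females minus males, was 0.15 (SE 0.23, edgeR quasi-likelihood adjusted p 0.821). The paralog Cpt1b had 0 to 9 counts per library in all groups, at or near the limit of detection. Cpt1c, at 0.750 to 1.25 CPM on average in each group, was not called in males (log2 fold change -0.31, SE 0.36, edgeR adjusted p 0.785) or in females (0.57, SE 0.38, adjusted p 0.521). Its sign in males rests on control male replicate 1, without which it was 0.053.

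**Figure D1:**
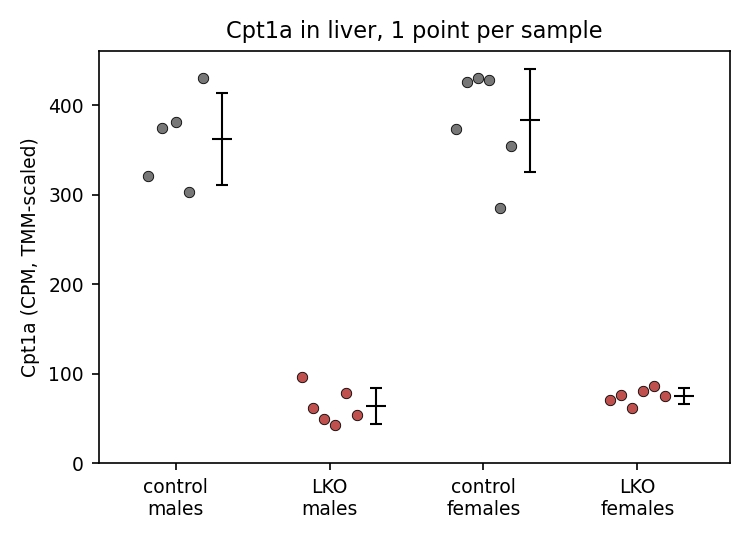
Cpt1a in CPM (vertical axis, starting at 0) in each liver sample of the 4 groups (horizontal axis). Points are samples and bars give the mean and SD. LKO samples lie at 42.2 to 96.8 CPM in males and 61.8 to 86.3 CPM in females, below all controls, which lie at 285 to 431 CPM.

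The comparison of LKO with control males asked which other liver transcripts differ after loss of Cpt1a. Among 13805 genes tested, 1 was called, and it was Cpt1a itself (log2 fold change -2.50, SE 0.19, edgeR quasi-likelihood adjusted p 9.97e-05). The lowest adjusted p of any other gene was 0.0605. At an unadjusted p under 0.05 there were 1719 genes. Without control male replicate 1 there were 2 calls. In 245 genes, 1.77 percent, the 5 control and 6 LKO values did not overlap, against 0.433 percent by chance for an unchanged gene. That chance level is an average per gene. The share was not computed for other groupings of these livers, so the spread of such an excess is unknown. The choice of test moved this result most: the DESeq2 Wald test called 106 genes, 36 higher and 70 lower, with Cpt1a among them. The authors' deposited table for males holds 107 genes with an adjusted p under 0.05, 34 higher and 73 lower, of which 98 were also called by the DESeq2 test here. The log2 fold changes of the authors' deposited table differ from those of DESeq2 by at most 5.39e-05. In 1 simulated draw of male data 17.9 percent of the DESeq2 calls were false. The share was 3.47 percent for edgeR in another draw with other planted genes.

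In females, 194 of 13684 genes were called by edgeR, 127 higher and 67 lower in LKO livers, and 65 of these changed by a log2 value of at least 1. The 6 control and 6 LKO values did not overlap in 124 of the called genes and in 218 of all tested genes, 1.59 percent against 0.216 percent by chance. As in males, this share was not computed for other groupings. DESeq2 called 554 genes, 312 higher and 242 lower, which included all 194. The authors' deposited table for females also holds 554, with 312 higher and 242 lower. In 1 simulated draw of female data 14.3 percent of the DESeq2 calls were false. The share was 5.14 percent for edgeR in another draw with other planted genes. Leaving out single samples gave 87 to 233 calls. The count fell by more than 1.5 times without control female replicate 1 (116 calls), 5 (87) or 6 (111) and without LKO female replicate 2 (88), 3 (96) or 4 (104).

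The female genes that rose most under the naming rule were Gpnmb, Osbpl3, Mmp12 and Cgref1. Gpnmb (ENSMUSG00000029816, chromosome 6, 49013480 to 49047863) rose from 1.18 ± 0.637 to 11.03 ± 6.80 CPM (SD, n = 6 each), a log2 fold change of 3.22 (SE 0.42, edgeR adjusted p 0.00256). Osbpl3 (ENSMUSG00000029822, chromosome 6, 50270310 to 50433181) rose from 1.99 ± 1.02 to 15.2 ± 6.15 CPM, a log2 fold change of 2.92 (SE 0.35, edgeR adjusted p 0.00121). Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) rose by a log2 value of 2.50 (SE 0.29, edgeR adjusted p 0.000908), and Cgref1 (ENSMUSG00000029161, chromosome 5, 31090487 to 31102935) by 2.26 (SE 0.35, adjusted p 0.00651). After Cpt1a (log2 fold change -2.35, SE 0.12, edgeR adjusted p 3.69e-08), the largest decreases under the naming rule were those of Lrtm1, Acpp and Coq8a. Outside that rule, 13 called genes fell further than Coq8a, the most being Hsd3b5 (log2 fold change -4.28, edgeR adjusted p 0.00941, mean of 26.8 counts), and 5 rose more than Cgref1, the most being Slc35f2 (3.61, mean of 31.4 counts). Lrtm1 (ENSMUSG00000045776, chromosome 14, 28740165 to 28755602) went from 10.5 ± 5.58 to 2.39 ± 0.961 CPM (SD, n = 6 each), a log2 fold change of -2.13 (SE 0.37, edgeR adjusted p 0.0111). Acpp (ENSMUSG00000032561, chromosome 9, 104165450 to 104214947) changed by -1.33 (SE 0.29, adjusted p 0.0384) and Coq8a (ENSMUSG00000026489, chromosome 1, 179992803 to 180027167) by -0.98 (SE 0.23, adjusted p 0.0468). In each of these genes all 6 LKO values lay on the same side of all 6 control values. Gpnmb and Mmp12 are also members of the inflammation and fibrosis list tested below. The edgeR calls of Cpt1a, Gpnmb, Osbpl3, Mmp12, Cgref1 and Lrtm1 held in each of the 12 fits that left out 1 female sample. That of Acpp was lost in 8 of the 12 and that of Coq8a in 9. Over all alternatives the adjusted p of Acpp ran from 0.000839 with DESeq2 to 0.089 without LKO female replicate 2, and that of Coq8a from 0.00116 with DESeq2 to 0.112 without control female replicate 5.

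None of these genes apart from Cpt1a was called in males. The male log2 fold changes were 0.30 for Gpnmb (SE 0.82, edgeR adjusted p 0.924), 0.65 for Osbpl3 (SE 0.46, adjusted p 0.594), 0.63 for Mmp12 (SE 0.64, adjusted p 0.747) and 0.20 for Cgref1 (SE 0.43, adjusted p 0.893). They were 0.52 for Lrtm1 (SE 0.25, adjusted p 0.421), -0.15 for Acpp (SE 0.25, adjusted p 0.865) and -0.43 for Coq8a (SE 0.23, adjusted p 0.469). In male controls the 4 rising genes were widely spread: Gpnmb ran from 0.566 to 38.6 CPM, with the lowest value in replicate 4. The sign of 3 of these male values rests on a single library: without LKO male replicate 3 Gpnmb was -0.12, and without control male replicate 4 Cgref1 was -0.068 and Acpp 0.021. Without LKO male replicate 3 Cgref1 was -0.0046. Other values kept their sign but moved in size. Osbpl3 was 0.36 without control male replicate 4 and 0.93 without control male replicate 3, and Mmp12 was 0.34 and 1.14. Coq8a was -0.21 without control male replicate 4 and -0.55 without control male replicate 6.

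**Figure D2:**
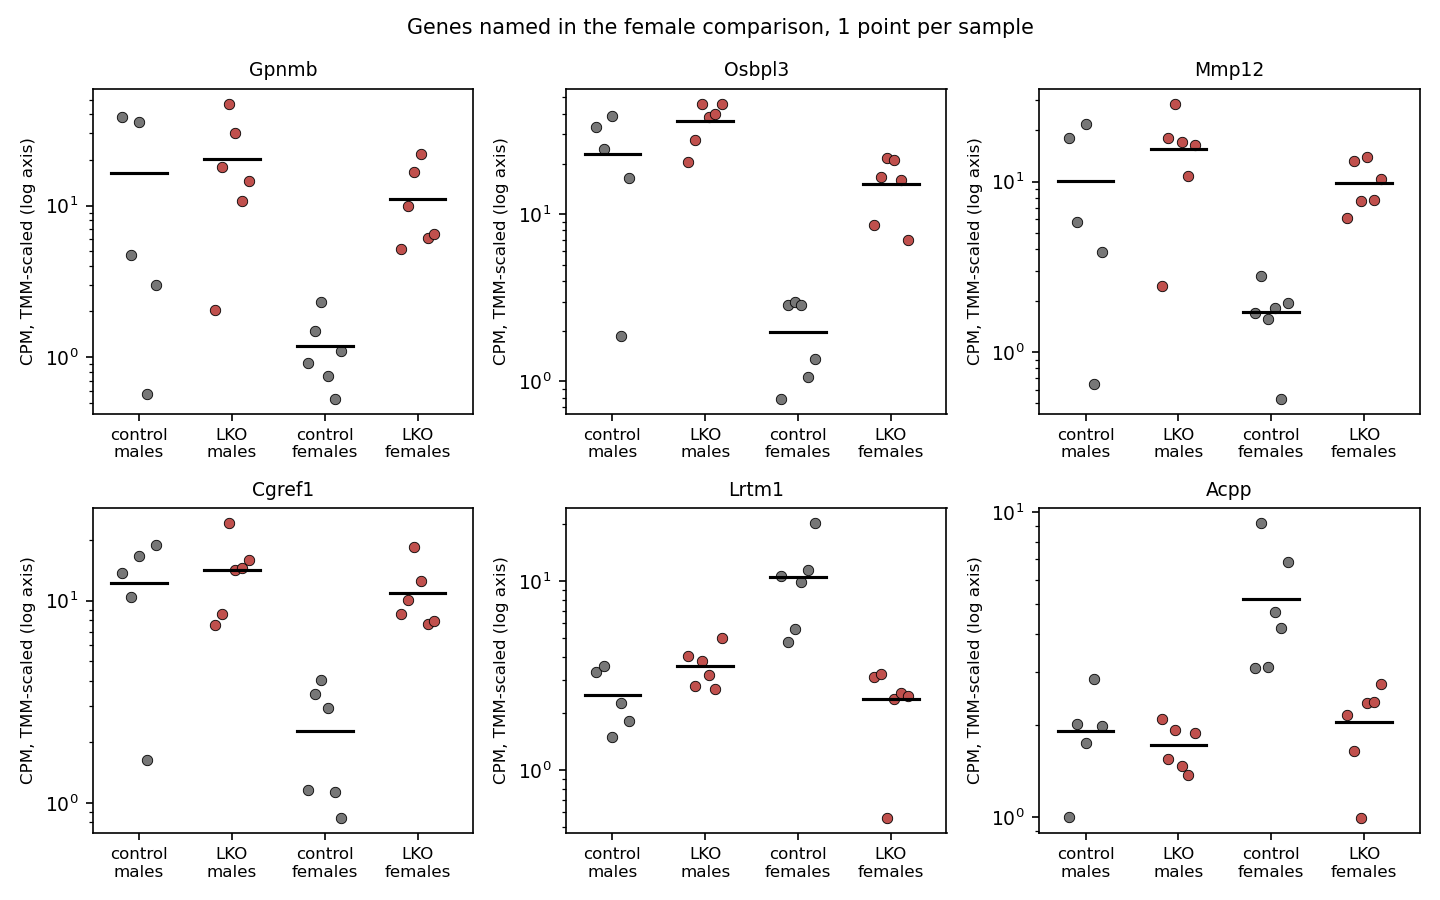
CPM on a log axis (vertical) of 6 genes named in the female comparison, for each sample of the 4 groups (horizontal). Points are samples and lines are group means. In females the LKO and control points do not overlap in any of the 6 genes, while in males they overlap in all 6.

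The interaction test asked whether the genotype effect differs between the sexes. It called 0 of 14503 genes, with 1874 at an unadjusted p under 0.05, so being called in females and not in males does not show a difference between the sexes for any single gene. DESeq2 called 88 genes for the same contrast, and edgeR called 17 when control male replicate 4 was left out, against 0 with any other single sample left out. The 17 include Lrtm1, Eif2s3y, Slc35f2 and Osbpl3, each with an edgeR adjusted p of 0.0435 in that fit. Over all alternatives their adjusted p ran up to 0.238, 0.216, 0.238 and 0.292, and down to 0.000288, 0.0207 and 0.000753 with DESeq2 for the first 3 and to that 0.0435 for Osbpl3. The genes with the lowest interaction p were Eif2s3y, Lrtm1, Pigyl and Slc35f2. Eif2s3y is Y-linked, with 1 to 6 counts in the control female libraries and 0 in all LKO female libraries, so its ratio rests on values near the floor in females. Lrtm1 had a log2 difference, females minus males, of -2.65 (SE 0.49, edgeR adjusted p 0.112). Pigyl (ENSMUSG00000010607, chromosome 9, 22068142 to 22069654) had 0.79 (SE 0.16, edgeR adjusted p 0.136), from a decrease of 36.2 ± 6.01 to 23.5 ± 2.07 CPM in males (SD, n = 5 and 6). DESeq2 called Pigyl for the interaction (adjusted p 0.0124, 0.0124 to 0.252 over all alternatives). In males its log2 change was -0.62 (edgeR adjusted p 0.149), or -0.63 with DESeq2 (adjusted p 0.000537), the adjusted p running from 0.000537 to 0.511 over all alternatives. Slc35f2 (ENSMUSG00000042195, chromosome 9, 53678822 to 53725438) had 3.03 (SE 0.61, edgeR adjusted p 0.136). It was higher in LKO females by a log2 value of 3.61 (SE 0.37, edgeR adjusted p 0.000347), from 0 to 6 counts per control library to 30 to 81 per LKO library.

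The fixed gene lists asked whether pathways of lipid metabolism, stress, inflammation and sex-biased expression moved as sets. In males camera called 3 of 10 lists. Cholesterol synthesis and SREBP2 targets were lower (median log2 fold change -0.33, camera adjusted p 6.25e-05, 22 of 25 members lower, scores of 5 of 6 LKO samples below the control mean). Lipoprotein assembly and remodelling was lower (-0.24, camera adjusted p 0.00117, 17 of 21 members, scores of 6 of 6 LKO samples below all controls), and the integrated stress response was lower (-0.28, camera adjusted p 0.0083, 15 of 17 members, 6 of 6 samples below the control mean). No member of these 3 lists was called when adjusted over the list alone or over all genes tested. With the correlation estimated from the data, or with fry, 0 male lists were called, with fry at an unadjusted p under 0.05 for lipoprotein assembly alone (0.0138). The exact permutation test of list scores called only lipoprotein assembly (score difference -0.19, exact p 0.00216, adjusted p 0.0216). Over all alternatives the adjusted p ran from 1.19e-11 to 0.916 for the cholesterol list, from 0.000215 to 0.339 for lipoprotein assembly and from 0.000982 to 0.714 for the stress response. The stress response call was lost without control male replicate 3 (median -0.14, camera adjusted p 0.201). The cholesterol median was -0.16 without control male replicate 6, and the lipoprotein median was -0.16 without control male replicate 4. Without control male replicate 4 camera called 6 male lists, which added male-biased genes (median 0.41, camera adjusted p 0.000311), female-biased genes (-0.55, 0.00115) and fatty acid and triglyceride synthesis (-0.066, 0.0305). Without control male replicate 1 inflammation and fibrosis was called (0.32, camera adjusted p 0.0415). The adjusted p of these 4 lists reached 0.989 under other alternatives. The lowest p values in the 3 lists belonged to Tm7sf2 (log2 fold change -0.50, SE 0.17, edgeR adjusted p 0.288), Apoa1 (-0.47, SE 0.16, adjusted p 0.284) and Atf4 (-0.31, SE 0.09, adjusted p 0.274). Tm7sf2 lies within 5 Mb of Cpt1a, so flanking sequence of the targeted allele is not excluded as a source of its change.

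In females camera called 5 of 10 lists. Inflammation and fibrosis was higher (median log2 fold change 0.62, camera adjusted p 8.23e-18), with 15 of 19 tested members higher and 6 of 6 LKO scores above all controls. Of its members 14 were called when adjusted over the list alone and 6 over all genes tested. The inflammation adjusted p ran from 2.29e-21 to 0.0216 over the alternatives. This was the only female list that also held with fry (adjusted p 0.00181), with an estimated correlation (camera adjusted p 0.0125) and with the exact permutation test of scores (difference 0.77, exact p 0.00216, adjusted p 0.0216). PPAR-alpha targets and ketogenesis was higher (0.44, camera adjusted p 1.06e-11), with 24 of 24 members higher and 6 of 6 LKO scores above the control mean. Of its members 7 were called when adjusted over the list alone and 1 over all genes. Its adjusted p was 0.0989 with fry and 0.0649 in the exact permutation test, and ran from 6.93e-15 to 0.235 over all alternatives. Cholesterol synthesis and SREBP2 targets were lower (-0.48, camera adjusted p 3.07e-10, 21 of 24 members, 6 of 6 samples), with 13 members called when adjusted over the list alone and 2 over all genes, and an adjusted p of 9.52e-18 to 0.235 over the alternatives. Fatty acid and triglyceride synthesis was lower (-0.36, camera adjusted p 3.84e-06, 19 of 22 members, 6 of 6 samples, 4.1e-08 to 0.243 over the alternatives), with 6 members called over the list alone and 1 over all genes. Mitochondrial fatty acid oxidation was higher (0.19, camera adjusted p 0.00141, 15 of 18 members, 6 of 6 samples, 7.17e-05 to 0.413 over the alternatives), with 0 members called either way. In the lists other than inflammation and fibrosis, the samples counted lay beyond the control mean, not beyond all controls. LKO scores beyond all controls numbered 4 of 6 for PPAR-alpha targets and 1 for cholesterol synthesis. They numbered 3 for fatty acid and triglyceride synthesis and 2 for fatty acid oxidation. Among members, Acot2 rose by a log2 value of 1.39 (SE 0.31, edgeR adjusted p 0.0384). Apoa4 rose by 1.23 (SE 0.17, edgeR adjusted p 0.0029). It belongs to the lipoprotein list, which camera did not call in females and whose median was -0.083, with 15 of 21 members lower. Tm7sf2, which lies within 5 Mb of Cpt1a, changed by -0.80 (SE 0.18, edgeR adjusted p 0.0384). Acss2 changed by -1.65 (SE 0.38, edgeR adjusted p 0.0487), although control female replicate 2 alone held 499.9 CPM of Acss2 against 67.8 to 160 CPM in the other controls. Without that sample the Acss2 change was -1.02 (edgeR adjusted p 0.0215). Of the 12 fits that each left out 1 female sample, the call was lost in 8 for Acot2, in 10 for Tm7sf2 and in 9 for Acss2, and in none for Apoa4. Over all alternatives the adjusted p ran from 0.00688 to 0.0887 for Acot2, from 0.0011 to 0.0814 for Tm7sf2 and from 0.0104 to 0.11 for Acss2, which was at 0.055 with library size alone. Hsd3b5, of the male-biased list, was at 0 to 4 counts in LKO females and 13 to 124 in controls. Acot2, Hsd3b5 and other members of multigene families share sequence with close copies, so their counts are uncertain.

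The other lists were not called by camera. In males these were fatty acid oxidation (median 0.021), PPAR-alpha targets (0.074), bile acid synthesis (0.0070), fatty acid and triglyceride synthesis (0.0011), inflammation and fibrosis (0.096), male-biased genes (0.045) and female-biased genes (-0.69, with only 5 of 15 members tested), with camera adjusted p from 0.612 to 0.946. In females these were bile acid synthesis (-0.18, adjusted p 0.0574), male-biased genes (-0.23, adjusted p 0.0728), lipoprotein assembly (-0.083, adjusted p 0.255), female-biased genes (-0.35, adjusted p 0.255) and the integrated stress response (0.025, adjusted p 0.694). Several of these calls rest on 1 choice or 1 sample. With library size alone camera called 7 female lists, which added bile acid synthesis (adjusted p 0.0447) and male-biased genes (0.0263). Bile acid synthesis was also called without control female replicate 2 (median -0.23, camera adjusted p 0.00602) or 5 (0.0489) and without LKO female replicate 1 (0.0388) or 5 (0.0328), male-biased genes without control female replicate 2 (0.0154), 3 (0.0107) or 6 (0.0265) and without LKO female replicate 6 (0.032), lipoprotein assembly without LKO female replicate 1 (median -0.16, 0.0265), and female-biased genes without control female replicate 1 (0.0359) or 5 (0.0134). Without control female replicate 2 the female-biased median was 0.0051. The highest adjusted p over the alternatives was 0.404 for bile acid synthesis, 0.413 for male-biased genes, 0.661 for lipoprotein assembly and 0.965 for female-biased genes. The preset correlation of camera was low for these samples: 83 of 100 splits of the male samples gave at least as many called lists as the real groups, and 49 of 100 splits of the female samples did. No list differed between the sexes in a permutation test of the difference in scores with 100000 resamples. The adjusted p over the 10 lists was 0.297 or higher, including for inflammation and fibrosis (difference 0.59, unadjusted permutation p 0.167). The interaction tested with camera called inflammation and fibrosis and PPAR-alpha targets (camera adjusted p 0.000184 each), fatty acid and triglyceride synthesis (0.00793), fatty acid oxidation (0.021) and the integrated stress response (0.0301), but with fry the adjusted p was 0.409 or higher for all 10.

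**Figure D3:**
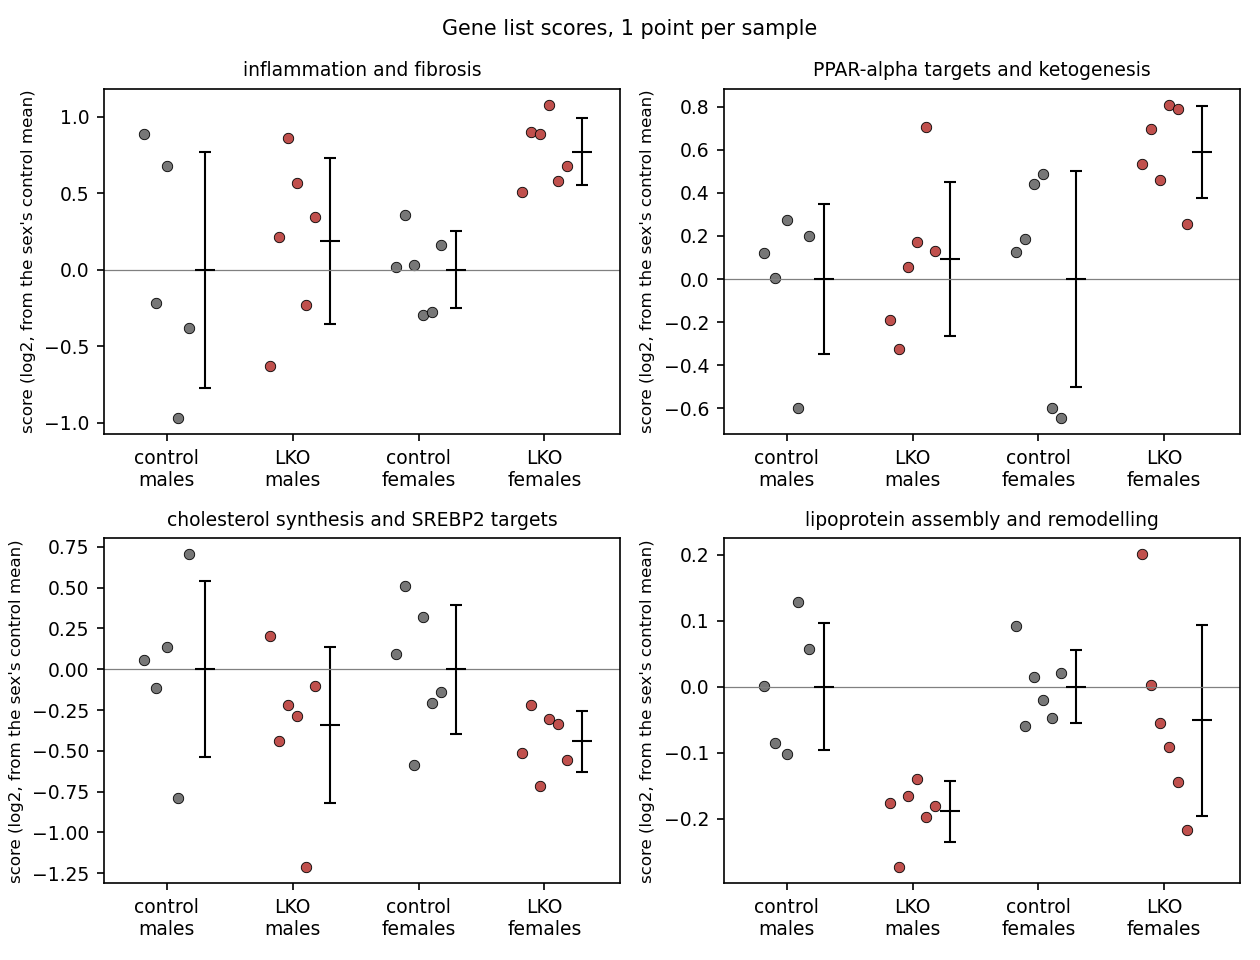
Score of 4 gene lists (vertical axis, log2, relative to the control mean of each sex) in each sample of the 4 groups (horizontal axis). Points are samples and bars give the mean and SD. Inflammation scores of LKO females lie above all female controls, and lipoprotein scores of LKO males lie below all male controls.

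Across the 13392 genes tested in both sexes other than Cpt1a, male and female log2 fold changes correlated weakly (Pearson r 0.146, Spearman rho 0.0813, across genes, which are not independent replicates), and 51.8 percent had the same sign. The sexes have separate controls. Of 100 relabellings of the samples within each sex, the real one included, 29 gave an r as far from 0, so the value did not stand apart from relabelled data. It was -0.0097 without control male replicate 4, 0.0442 without LKO male replicate 3, 0.0922 without control male replicate 2, 0.234 without LKO male replicate 1 and 0.248 without control male replicate 3. Among the 190 genes called in either sex, all of them called in females and none in males, r was 0.508 and 69.5 percent had the same sign. This r was not compared with relabelled data. The mean male change of these genes in the female direction was 0.20 (exact permutation p 0.420).

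Because a targeted allele can carry flanking donor sequence, calls near Cpt1a were counted. Within 5 Mb of Cpt1a on chromosome 19, 4 of 150 genes were called in females (2.67 percent, against 1.40 percent of 13533 other genes, two-sided Fisher exact p 0.162): 2010003K11Rik, Rhod, Tm7sf2 and Gstp1, named here after their values were seen. In males 0 of 151 were called. At an unadjusted p under 0.05 the male share was 19.2 percent (29 genes) against 12.4 percent elsewhere (Fisher exact p 0.0176), and the female share was 15.3 percent (23 genes) against 15.6 percent (Fisher exact p 1). The male excess depended on the window. At the unadjusted threshold the male share was 20.9 percent within 2 Mb (Fisher exact p 0.0416) and 15.6 percent within 20 Mb, against 12.4 percent elsewhere (Fisher exact p 0.127). In females 3 of 67 genes were called within 2 Mb (Fisher exact p 0.0687) and 4 of 254 within 20 Mb (Fisher exact p 0.784). Genes measured in the same livers are not independent replicates, so these Fisher p-values do not measure variation between animals. No relabelling of the samples was run for these shares.

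Between control females and control males, 2466 of 13699 genes were called, 1206 higher and 1260 lower in females, as context for the genotype effects. DESeq2 called 3007. The 14 tested male-biased genes were all higher in males (median log2 difference, males minus females, 3.46), and the 12 tested female-biased genes were all lower (-5.40, or -5.31 with the 3 members at or under 3 counts in every library of 1 group at their bound).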

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

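Each value below stood out in 1 of 2 ways: a sample lay farther from its group than a test on gaps allows (Dixon's ratio, 95% level), or LKO samples moved in opposite directions in males and females. The gap test was run on 172 groups of values and found 16, against 8.6 that chance gives at 1 in 20. The explanations for control male replicate 4 were written down after the sample had been seen to stand apart and before their tests were run.

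Control male replicate 4 accounts for 4 of the 16. Its score was -0.48 for fatty acid and triglyceride synthesis (other control males 0.048 to 0.21), 1.32 for male-biased genes (others -0.45 to -0.12) and -2.32 for female-biased genes (others 0.37 to 0.81), and its Hsd3b5 level was 356 CPM (others 15.6 to 96.3). It also had the largest spread of deviations from its group across genes (SD 0.63, against 0.33 to 0.49 in the other male libraries) and the lowest Cidec, 10.4 CPM against 225 to 307 in the other control males. Its Cpt1a, 303 CPM, was that of a control. Degraded RNA would tie the deviation of a library to gene length. The correlation across genes was -0.061 (Spearman), within the -0.23 to 0.23 of the other male libraries, so no such tie was seen. Its mitochondrial share, 5.07 percent, was above the 4.38 to 4.63 percent of the other control males, though inside the 4.83 to 5.13 percent of LKO males. Absence of a tie to length was set beforehand as enough to argue against low-quality RNA, but with that share the explanation is left open. A fault of this library alone would leave no other library deviating the same way. The deviation of LKO male replicate 1, from its own group mean, correlated with that of this library at 0.45 across genes, and its Cidec was 58.1 CPM. That library was picked for having the highest of the 6 LKO male values, of which the lowest was -0.35, and correlations between same-numbered male libraries reached 0.40. A fault of the library and an axis of variation between male livers therefore cannot be told apart. A biological reading, such as a liver that responded less to the diet, stays open and was not tested, since no label describes it.

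Other single samples stood out without a tested explanation. In males these were Cyp3a16 in control replicate 3 (0.543 CPM, others 0 to 0.119, a handful of counts), the fatty acid and triglyceride synthesis score of LKO replicate 5 (-0.90, others -0.079 to 0.27), its Abcb4 (385 CPM, others 260 to 302), and Fabp1 in LKO replicate 2 (3776 CPM, others 4612 to 4973). In females these were Cyp17a1 (254 CPM, others 58.2 to 127) and Acss2 (499.9 CPM, others 67.8 to 160) in control replicate 2, Lrtm1 in LKO replicate 3 (0.559 CPM, others 2.38 to 3.23), Cyp39a1 in LKO replicate 5 (32.7 CPM, others 17.5 to 21.1) and Acta2 in LKO replicate 4 (23.9995 CPM, others 7.89 to 12.5). LKO female replicate 6 had the highest integrated stress response score (0.97, others -0.18 to 0.077), the lowest female-biased score (-1.08, others -0.11 to 0.20) and the highest Fgf21 (63.5 CPM, others 6.10 to 18.1). No biological explanation was tested for these samples.

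Lrtm1 and Fgf21 moved in opposite directions in every LKO sample of the 2 sexes, relative to the control mean of that sex. This sorting by sample was not itself tested. The interaction test gave a log2 difference, females minus males, of -2.65 for Lrtm1 (unadjusted p 1.55e-05, edgeR adjusted p 0.112) and 2.71 for Fgf21 (unadjusted p 0.0007, edgeR adjusted p 0.164), so neither passed the adjusted threshold in edgeR with all samples. Both passed it with DESeq2 (adjusted p 0.000288 for Lrtm1 and 0.0471 for Fgf21), and Lrtm1 also in edgeR without control male replicate 4 (adjusted p 0.0435). Over all alternatives the adjusted p ran from 0.000288 to 0.238 for Lrtm1 and from 0.0471 to 0.345 for Fgf21. The Fgf21 difference ran from 1.94 without LKO female replicate 6 to 2.93 without control male replicate 4. Its female log2 change was 1.91, or 1.15 without LKO female replicate 6. Its male log2 change was -0.80, or -0.29 without control male replicate 3. For Fgf21, control males ran from 5.02 to 39.3 CPM and LKO males from 8.05 to 13.03 CPM, so the male decrease lies inside the spread of the controls. Sex, as a biological difference named by the design, stays open. A difference between the tables of the sexes is confounded with sex for levels, but it would be shared by LKO and control samples of a table.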

How the results depend on the processing

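The Cpt1a decrease kept its direction and its side of the threshold under every alternative run. It lay between -2.66 (without LKO male replicate 1) and -2.41 (FPKM) in males, with an exact permutation p of 0.00216 to 0.00794, and between -2.41 (without control female replicate 5) and -2.24 (FPKM) in females, with an exact permutation p of 0.00216. For every other result below, the cause of a change was not tested unless stated.

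In males the count of called genes, 1, became 2 with library size alone or without a filter, 3 with at least 10 counts in every sample, 5 in the fit of all 23 samples, 106 with DESeq2 and 5 with a surrogate variable. It ran from 1 to 2 across the 11 fits that each left out 1 sample. In females, 194 became 65 when a log2 change of at least 1 was required, which by construction keeps a subset, 554 with DESeq2, 94 in the fit of all 23 samples (71 shared), 90 with a surrogate variable (63 shared) and 316 with voom weights (188 shared). It ran from 87 to 233 across the 12 fits that each left out 1 sample. The interaction count, 0, became 88 with DESeq2 and ran from 0 to 17 across the 23 fits that each left out 1 sample, the 17 being without control male replicate 4. The count between control females and control males, 2466, ran from 1766 to 2947 across 11 such fits. In 1 simulated draw per sex DESeq2 gave 17.9 and 14.3 percent false calls in males and females. The limit first set for that check was raised after these values were seen. The surrogate variable and voom alternatives were chosen after seeing the data.

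Replicate numbers were taken to pair samples only if the deviations of every same-numbered pair correlated above 0.1, which held in no comparison. The correlations were -0.34 to 0.40 in males (1 of 5 above 0.1), 0.0069 to 0.18 in females (4 of 6, and all 6 above 0) and -0.16 to 0.11 between control sexes (1 of 5). With the number as a replicate block, males gave 2 calls, females 334 (172 shared), the interaction 0 and the control sexes 991 (975 shared). At an unadjusted p under 0.05 the interaction gave 1644 genes under the block. Under the block 3 male list medians changed sign: fatty acid oxidation to -0.032, PPAR-alpha targets to -0.014 and bile acid synthesis to -0.026. The block changed the call of no list and of no named gene.

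The number of called lists fell from 3 to 0 in males and from 5 to 1 in females with an estimated correlation and with fry, and to 1 in each sex in the exact permutation test of scores, which was chosen after seeing the data. It ran from 2 to 6 across the 11 male fits that each left out 1 sample, the 6 being without control male replicate 4, and from 5 to 7 across the 12 female ones. The direction of a list was at first taken from camera and, once reversed values had been seen, from the sign of the median. By camera the male lists for bile acid synthesis and for fatty acid and triglyceride synthesis point lower although their medians are above 0. In the permutation test 2 male values changed sign, fatty acid and triglyceride synthesis to -0.062 and female-biased genes to 0.11, where the score is a mean over members and the list value a median.

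Across fits that each left out 1 sample, the male medians that changed sign ran from -0.035 to 0.080 for fatty acid oxidation, -0.026 to 0.16 for PPAR-alpha targets, -0.038 to 0.064 for bile acid synthesis, -0.091 to 0.035 for fatty acid and triglyceride synthesis, -0.14 to 0.32 for inflammation and fibrosis and -0.14 to 0.41 for male-biased genes. The female ones ran from -0.15 to 0.10 for the integrated stress response and -0.41 to 0.0051 for female-biased genes. None of these lists was called with all samples. Their extremes came without LKO male replicate 5 and control male replicate 6 for fatty acid oxidation, and without LKO male replicate 3 and control male replicate 1 for inflammation and fibrosis. The median of female-biased genes in males, -0.69, kept its sign. It ran from -0.76 without LKO male replicate 6 to -0.34 without control male replicate 2.

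The correlation between the sexes was 0.508 among the 190 genes called in females, against 0.146 among all genes. Among all genes it ran from -0.0097 to 0.248 across the 23 fits that each left out 1 sample. Within 5 Mb of Cpt1a, the unadjusted threshold gave 29 genes in males, a higher share than elsewhere, and 23 in females, where the share fell below that elsewhere. Within 2 Mb the female share was above that elsewhere, at 19.4 against 15.6 percent (Fisher exact p 0.398).

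Named genes whose log2 change altered its sign when 1 sample was left out ran, in males, from -0.47 to 0.053 for Cpt1c, -0.12 to 0.89 for Gpnmb, -0.068 to 0.41 for Cgref1, -0.31 to 0.021 for Acpp, -0.11 to 0.39 for Apoa4, -1.48 to 0.50 for Hsd3b5, -0.066 to 0.11 for Uty and -0.10 to 0.098 for Kdm5d. In females they ran from -0.017 to 0.12 for Etfb, -0.17 to 0.062 for Apoa1 and -0.51 to 0.0051 for Cyp17a1, and for the interaction from -3.61 to 0.11 for Kdm5d, which has few counts in females. Over all alternatives and leave-one-out fits, 1788 of 1871 values of 96 named-gene results kept direction and side of the threshold, 45 were weaker, 19 stronger and 19 reversed. Of 350 values of 20 list results, 280 kept both, 21 were weaker, 16 stronger and 33 reversed. The depth limits genes such as Cpt1b, for which no fold change was given.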

Other observations

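Tests of a weaker Cpt1a loss, of leaving out libraries, of library size scaling, of a marker rise as large as that of a list and of the score of female genes in males were chosen only after the results they measure had been seen. A planting of reduced female changes in simulated male libraries was also added only after the result with the full changes. The hypothesis that LKO females are shifted toward control males was found and tested on the same data. The remaining tests were set out before. Of the explanations set out before, 2 were dropped without being tested: few replicates behind the DESeq2 calls in males, and carry-over of Y-linked reads between libraries.

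Other splits of the samples were used to ask how often other groupings give as much. For LKO against control, 5 of 100 splits of the male samples gave at least 1 called gene, the real one included, with up to 281 genes in another split, so the male count by itself does not stand apart. In females 1 of 100 splits, the real one, gave 194 or more, and the highest other count was 47. For the interaction all 100 splits gave at least 0 genes, which says nothing, and the highest other count was 1. For control females against control males 1 of 100 splits gave as many, the highest other count being 1212. For camera 83 of 100 male splits gave at least 3 lists and 49 of 100 female splits at least 5. For DESeq2, 4 of 40 male splits gave at least 106 genes, with up to 767 in another split, while 1 of 40 female splits, the real one, gave 554 or more, the next being 253. The DESeq2 count in males, and the similar count in the authors' deposited table, is thus matched by other groupings of the same livers.

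Many genes were called in females and few in males, although the edgeR interaction test with all samples did not show a difference for any gene. For that contrast DESeq2 called 88 genes, and edgeR called 17 without control male replicate 4. Lower depth in males is argued against: after thinning every female library to 14224665 counts, the lowest male total, a median of 188 genes was called over 10 draws (SD 12.5). A weaker loss of Cpt1a in males is argued against too, since the difference of its log2 change, females minus males, was 0.15 (SE 0.23), which is no smaller loss in males. So is the influence of control male replicate 4 on the count, which stayed at 1 without it. A larger spread between male livers cannot be told apart from a smaller effect. If spread were the cause, female changes of 190 called genes planted in simulated male libraries were to be recovered almost never. A median of 58 were recovered over 20 draws, above the limit of 20 set before the run, so by that limit the test argued against the explanation. The reading was changed to undecided afterwards, because these changes are overestimates for genes chosen for being called. With the changes at 50 percent, a planting added after that result, a median of 1 was recovered. The 190 genes had a median absolute log2 change of 0.81 in females and a median of 0.097 in the female direction in males, where 132 of 190 kept the female sign. As a score, their mean change in the female direction was 0.93 in females and 0.20 in males (exact permutation p 0.420). Among female samples not used to choose such genes, 52.0 percent of a change held over 100 draws. Each draw chose its genes with limma from only part of the control and LKO females. Changes of genes chosen from fewer samples are overestimated more, so this share may be too low for the 190 genes. A male change as large as that of females was excluded (exact permutation p 0.0152), but 1 as large as that reduced change, 0.48, was not (exact permutation p 0.229). Since the reduced change may be set too low, the test does not decide whether the spread is a cause. A biological difference between the sexes stays open.

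Inflammation and fibrosis genes were higher in LKO females (median log2 fold change 0.62). A lower share of hepatocytes would raise the markers of every other cell type. Endothelial markers had a median log2 fold change of -0.19 (1 of 8 higher), stellate markers 0.043, cholangiocyte markers 0.18, T cell markers 0.34 and B cell markers 0.49, the last 3 types at under 3 CPM in controls. A rise as large as that of the list score, 0.77, was excluded for the endothelial, stellate and cholangiocyte markers (exact permutation p 0.00216 each) but not for T cell (0.0866) or B cell markers (0.455). This argues against a lower hepatocyte share as the whole cause. No marker type differed between LKO and control in an exact permutation test of scores (adjusted p 0.396 or higher over 12 tests). More Kupffer cells are argued against by their markers, whose median was -0.059 with 1 of 7 higher and a highest control level of 322 CPM (exact permutation p of a rise as large as the list 0.00649). None of the marker genes is in a pathway list. In males the Kupffer median was 0.33, with 6 of 7 higher (exact permutation p 0.106, adjusted p 0.396), and the endothelial, stellate, cholangiocyte, T cell and B cell medians were 0.048, 0.086, -0.26, 0.16 and -0.10. Bias by length, GC content or expression is argued against, since the highest median of 10000 random lists matched on these was 0.27. The scaling by TMM is argued against by a median of 0.67 with library size alone, and dependence on a single library by a lowest median of 0.57 when each was left out. A hypothesis is that LKO females hold more macrophages of a type that lacks resident Kupffer markers, or that existing cells changed state. These data cannot separate the alternatives, and no separate marker list for such cells was tested. The inflammation and fibrosis list itself pools genes such as Trem2, Gpnmb and Cd68 with genes such as Col1a1, Lum and Acta2. Its parts were not tested apart, so its rise does not show that the inflammation genes or the fibrosis genes rose as a set.

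LKO females may be shifted toward the profile of control males. The change from control to LKO females correlated across 14077 autosomal genes with the difference of control males from control females at r 0.36, a value raised by the shared female controls. With disjoint sets of female controls in the 2 contrasts, the mean r over 20 choices was 0.20 (0.068 to 0.32). Over all 924 relabellings of the female samples, for which the mean was near 0 (SD 0.092), 17 were as far from 0 (exact permutation p 0.0184), which argues against the shared controls as the whole cause. Without each LKO female in turn the lowest mean r was 0.18 (without LKO female replicate 6), so no single LKO library carries it. The sex-biased lists do not decide whether this is a general move toward male-typical expression. In LKO females the male-biased list had a median of -0.23 (camera adjusted p 0.0728), away from males, and the female-biased list -0.35 with 10 of 15 members lower (camera adjusted p 0.255), toward males, and neither was called. The inflammation and fibrosis list was higher in control males than in control females (median 0.86, 17 of 20 members), so a candidate explanation is that LKO brings female livers closer to the state that control male livers reach on this diet. That hypothesis was found and tested on the same data.

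Y-linked genes had few counts in female libraries. Summed over 6 libraries, control females had 12 counts of Eif2s3y, 9 of Ddx3y, 9 of Uty and 8 of Kdm5d, and LKO females had 0, 1, 0 and 3. Eif2s3y had counts in 6 of 6 control female libraries and Ddx3y in 5, but Uty and Kdm5d in only 2 each, most of them in 1 library. Without control female replicate 2 the control sums were 6 for Eif2s3y, 5 for Ddx3y and 1 for Uty, and without control female replicate 1 that of Kdm5d was 2. The 1 Ddx3y count of LKO females was in replicate 6 and the 3 Kdm5d counts were in replicate 2, so without these both sums were 0.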
